A study of Homo sapiens with 6 samples.

How the data were processed

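The data are 6 RNA sequencing libraries of U2OS cells, 3 from cells kept in DMSO and 3 from cells kept in 25 µM of the PARG inhibitor PDD00017273 for 4 days. Groups and replicate numbers were taken from the sample titles. Per the labels' protocols, total RNA was made into libraries with the TruSeq Stranded Total RNA kit, which keeps the strand of the transcript. The deposited values are raw whole-number counts per gene, with a single count column for each library, and they are not normalised. The aligner, the counting program, their versions, the genome build, the annotation release and any filters are not stated in the labels or in the files, which have no headers. The unit was checked on the values: all are whole numbers and the totals differ between libraries. No row lacks a gene, so 0 rows were set aside, and the shares of unmapped, multimapping, unassigned and ambiguous reads are not analysed here. Without them, the comparison of library composition planned beforehand came down to the share of mitochondrially encoded genes.

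Whether the counts are strand-specific was checked on 198 genes whose exons lie almost wholly inside the exons of an abundant gene on the opposite strand. Of these, 186 had counts above 0, and the median over all 198 genes was 26 counts summed over the 6 libraries. A count of the wrong strand would give such genes counts near those of the abundant gene, and an unstranded count that drops ambiguous reads would leave nearly all of them at 0, so the values were taken as counts on the kit's strand. How reads that overlap genes on the same strand, or that match several copies of a gene, were treated is not stated. Genes of this kind are therefore named as uncertain.

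All 60708 gene identifiers are versioned Ensembl identifiers. Symbols came from a table of gene names, in which 60463 identifiers were found. Biotypes, positions, exonic lengths and GC content came from GENCODE 29 on GRCh38, matched without the version suffix. In that release 58426 identifiers were found and 2282 were absent, so the authors' annotation was not the same release, and positions are those of GENCODE 29. Exonic length and GC content were known for 20015 (98.1%) of the tested genes.

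Depth ran from 60286931 to 80605145 counts per library. Normalised values are counts-per-million (CPM) after TMM scaling, with the SD over the 3 libraries of a group. The labels record no molecular identifiers, so counting error is a lower limit of the error, and the tests rest on the spread between replicates. The main test was edgeR 4.0.16 (R 4.3.3) with filterByExpr, TMM scaling, glmQLFit and the two-sided glmQLFTest on the treatment alone, over all 6 libraries, with Benjamini-Hochberg adjustment over the 20409 genes tested and a threshold of 0.05. The standard error is the absolute log2 fold change divided by the square root of the F statistic, and the 95% confidence interval uses the residual and prior degrees of freedom of that gene. Gene sets were tested with camera in limma 3.58.1 at a preset correlation of 0.01, with fry and an estimated correlation beside it. Single values, such as shares and summed counts, were compared with exact two-sided permutation tests, which for 3 against 3 libraries cannot give a p below 0.1. Figures were drawn with matplotlib 3.10.9.

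The groups, the tests, the 12 gene sets and the rule for named genes were fixed before the data were examined, as were all alternatives. The rule named OARD1 and PARG always. It added the 5 higher and 5 lower genes with the largest absolute log2 fold change among called genes with a symbol, a mean of at least 1 CPM and separated groups, and the 3 higher and 3 lower genes with the smallest p. It also added the called members of the ADP-ribosylation list and up to 2 called members of each other set, those with the smallest p. Some genes that the rule selected are not reported here. Any other gene in the text was chosen after its values were seen, mostly because it overlaps or resembles a named gene. The alternatives were DESeq2 1.42.0, limma-voom, DESeq2's size factors within edgeR, upper-quartile scaling, no filter on low counts, a minimum of 10 counts in every library, protein-coding genes alone, removal of mitochondrial and small structural RNA genes, robust dispersions, the replicate number as a block, an offset from a loess fit on GC content and length (span 0.3), the block with that offset, and each library left out in turn. Stricter thresholds for genes and other tests for sets were tried as well.

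The replicate numbers are shared by the groups, but no label says that a number marks a shared day or culture, so the main test has no block. All pairs of libraries were compared for duplication, and none was found. The same scripts were tested on simulated counts drawn from the means and library sizes of these 20409 genes, with 200 genes outside the gene sets given a known change. In the simulation of the comparison of genes, 67.9% of the changed genes were called in the right direction. The share called was 45.3% for changes of 0.2 and 70.8% for changes of 0.5 on the log2 scale. Far fewer genes were changed there than were called in the data, so the adjusted threshold was stricter in the simulation. Unchanged genes were 9.6% of the calls in this simulation and 4.89% of those over 5 further simulated data sets, and 2 genes were called where no change was simulated. The 95% intervals held the simulated change for 94.9% of genes, and with a single shifted set, 1 of the 12 sets passed. Genes were drawn independently of each other, so the simulation could not show false set calls that come from correlated genes.

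For the closing observations, 9 further gene lists were written after the leading genes had been seen but before the lists were tested: metallothioneins, NRF2 targets, heat shock, glucocorticoid targets, MAPK output, YAP targets, TGF-beta targets, clock output and replacement histones. From these, 5 members already seen among the leading genes (among them DUSP5, HBEGF, INHBA and DBP) were left out. The metallothionein list kept its seen members and is given as a description.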

Results

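RNA sequencing was carried out on U2OS cells, an established human osteosarcoma line, in 2 treatment groups of 3 libraries each. Control cells received the solvent DMSO. Treated cells received 25 µM PDD00017273, a small-molecule inhibitor of poly(ADP-ribose) glycohydrolase (PARG), the enzyme that breaks down poly(ADP-ribose) chains, and are called PARGi here. Treatment lasted 4 days. The libraries were made from total RNA with a strand-specific kit, and each library was represented by its whole-number read counts over 60708 gene identifiers. The counts summed to 63502952, 63283752 and 74271432 in DMSO replicates 1, 2 and 3, and to 60286931, 74176729 and 80605145 in PARGi replicates 1, 2 and 3. Between 29566 and 31636 genes had at least 1 count in a library. The total count did not separate the groups (n = 3 each, exact two-sided permutation test, p = 0.7, where 0.1 is the smallest p that 3 against 3 can give).

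The composition of the libraries was alike. The 10 most abundant genes took between 4.99% and 5.29% of the counts of a library, and the most abundant gene, the mitochondrial MT-CO1, took between 0.979% and 1.12%. The trimmed-mean (TMM) scaling factors lay between 0.9953 and 1.007. Mitochondrially encoded genes took 3.66% ± 0.205 of the counts in DMSO and 3.55% ± 0.064 in PARGi (SD, n = 3 each). The difference of -0.116 percentage points was smaller than the spread within the DMSO group (exact two-sided permutation test, p = 0.6, smallest possible 0.1). With a single library left out, it ran from -0.208 (without DMSO replicate 3) to -0.00542 (without DMSO replicate 1). Across genes, which are not independent replicates, Pearson's r of log2 counts-per-million (CPM) was 0.9957 to 0.9963 for pairs of libraries of the same group and 0.9938 to 0.9947 for pairs from different groups. A chi-square comparison of raw counts over genes gave 2.27 to 6.11 per degree of freedom within groups and 12.8 to 16.1 between groups, so no library duplicated another within sampling noise. The first principal component, with 37.6% of the variance, separated the 3 PARGi libraries from the 3 DMSO libraries, and the second held 16.7%.

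The first comparison asked which transcripts differed between inhibitor and solvent. After genes with too few counts had been set aside, 20409 genes were tested with edgeR's quasi-likelihood test, and the common biological coefficient of variation was 2.7%. With a Benjamini-Hochberg adjusted p under 0.05, 4951 genes differed, which is 24.3% of those tested. Of these, 2700 were higher and 2251 were lower in PARGi, so 54.5% of the calls were higher. That split depended on the scaling: with upper-quartile scaling, 40.5% of 4947 calls were higher. Among all tested genes, 7752 (38%) had all 3 libraries of a group above all 3 of the other, where chance gives 10%, and 4767 of the 4951 called genes were among them. Protein-coding genes made up 4316 of the called genes and 14504 of the tested ones. Most changes were small. The median absolute log2 fold change of the called genes was 0.19, and 89.9% of them changed by less than 1.5-fold. At least a 1.5-fold change was seen for 498 called genes (156 higher, 342 lower), and at least a 2-fold change for 165 (52 higher, 113 lower). A test against a 1.2-fold change in place of no change called 465 genes, 209 higher and 256 lower. Of the alternatives that kept the same threshold and no minimum size, leaving out PARGi replicate 2 moved the count of called genes most, to 3607.

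**Figure D1:**
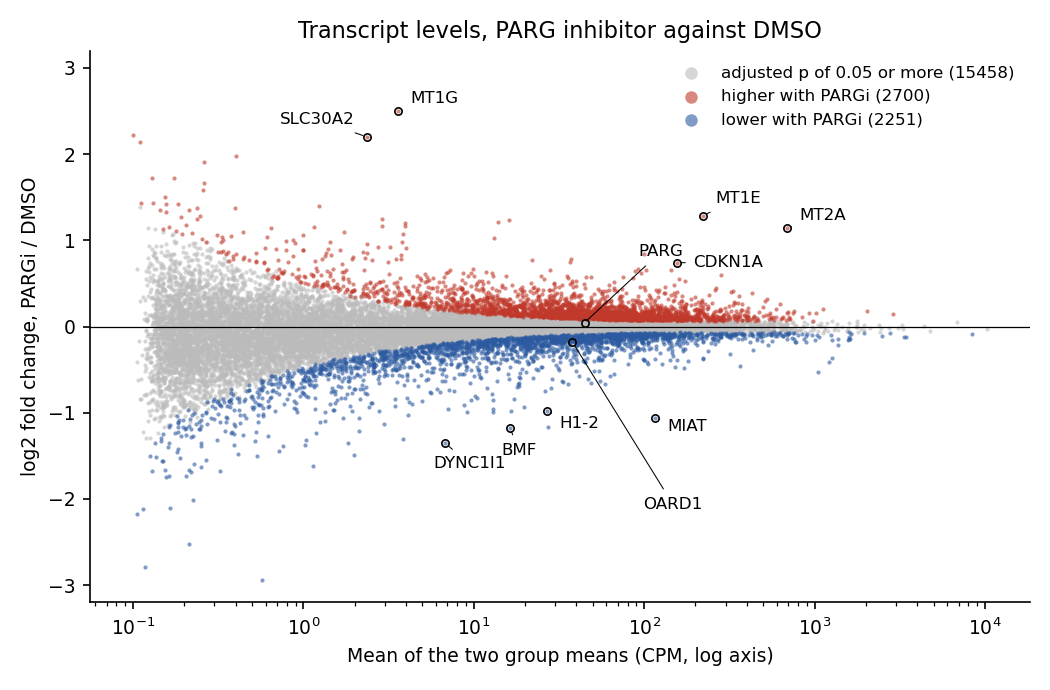
Each point is a tested gene, with the mean of the DMSO and PARGi group means on a log axis (CPM) and the log2 fold change of PARGi over DMSO on the vertical axis (edgeR). Red points are the 2700 genes higher and blue points the 2251 genes lower at an adjusted p under 0.05, grey points are the other genes tested, and the named genes are circled. Most coloured points lie close to 0, with MT1G and SLC30A2 high above the rest of the genes of their abundance.

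The second comparison concerned OARD1, the gene that encodes TARG1, a hydrolase that removes ADP-ribose from proteins. The series title deals with PARG and the degradation of the TARG1 protein by the proteasome, and the counts address whether the OARD1 transcript level differs as well. OARD1 (ENSG00000124596.17) is a protein-coding gene on the minus strand of chromosome 6, from 41033627 to 41097787 in GENCODE 29 (GRCh38). Its raw counts were 2624, 2583 and 2892 in DMSO replicates 1 to 3 and 2115, 2558 and 2954 in PARGi replicates 1 to 3. The normalised level was 40.3 ± 1.27 CPM in DMSO and 35.5 ± 1.09 CPM in PARGi (SD, n = 3 each), and all 3 PARGi libraries lay below all 3 DMSO libraries. The log2 fold change was -0.18 with a standard error of 0.036 and a 95% confidence interval from -0.25 to -0.10 (edgeR quasi-likelihood test, adjusted p = 0.000642). In percent, this is a change of -11.6%, with the interval from -16.1% to -6.97%. The transcript thus was lower in PARGi by more than the replicate spread, but the difference was small: 33.1% of the tested genes had a larger absolute log2 fold change. The alternatives that moved the value most, each to -0.205, were an offset for GC content and gene length, with or without a replicate block, and leaving out DMSO replicate 3. An exon of OARD1 overlaps the gene UNC5CL on the same strand, so some reads may have been divided or left uncounted there. UNC5CL itself was at 1.87 ± 0.181 CPM in DMSO and 0.994 ± 0.109 CPM in PARGi (edgeR log2 fold change -0.90, SE 0.15, adjusted p = 6.73e-05), and it is named because of this overlap. NFYA, which overlaps the OARD1 locus on the opposite strand, did not pass the threshold (log2 fold change -0.050, SE 0.025, edgeR adjusted p = 0.155).

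PARG encodes the inhibited enzyme. The inhibitor acts on the protein, so the transcript is no check of the treatment, but its level was compared as well. PARG (ENSG00000227345.9) lies on the minus strand of chromosome 10, from 49818279 to 49970203 in GENCODE 29. Its level was 44 ± 1.05 CPM in DMSO and 45.5 ± 0.773 CPM in PARGi (SD, n = 3 each), and the groups overlapped. The log2 fold change was 0.047 with a standard error of 0.032 and a 95% confidence interval from -0.020 to 0.11 (edgeR adjusted p = 0.328). A difference in PARG was therefore not detected at this depth, and the interval leaves room for changes from -1.37% to 8.16%. The pseudogene PARGP1, also on chromosome 10, can share reads with PARG. It was at 10.3 ± 0.26 CPM in DMSO and 9.59 ± 0.273 CPM in PARGi and did not pass the threshold either (log2 fold change -0.11, SE 0.056, edgeR adjusted p = 0.183).

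A fixed list of 35 genes for writers, erasers, readers and cofactors of ADP-ribosylation, OARD1 and PARG included, was then compared as a group. Of its 34 tested members, 7 passed the threshold over all genes (20.6% of the list, against 24.3% of all tested genes), 3 higher and 4 lower. Adjusted over the list alone, 7 passed as well. Besides OARD1, the lower members were PARP12 (24.4 ± 0.83 to 21.1 ± 0.209 CPM, log2 fold change -0.21), PARP16 (12.7 ± 0.824 to 10.9 ± 0.429 CPM, -0.21) and PARP11 (29.8 ± 0.605 to 26.8 ± 0.9 CPM, -0.15). The higher members were TIPARP (7.47 ± 0.268 to 8.94 ± 0.344 CPM, log2 fold change 0.26), PARP10 (9.85 ± 0.734 to 11.2 ± 0.523 CPM, 0.18) and PARP4 (66.1 ± 1.99 to 73.8 ± 1.78 CPM, 0.16). Their edgeR adjusted p-values ran from 0.000278 for PARP4 to 0.0381 for PARP10. PARP10 was the only one of the 7 whose groups overlapped, and its call was lost under several alternatives, including DESeq2 and limma-voom. PARP16 lost its call without PARGi replicate 2, at a log2 fold change of -0.18. PARP1, the most abundant member, was at 422 ± 9.2 CPM in DMSO and 430 ± 10.4 CPM in PARGi and did not differ (edgeR adjusted p = 0.534). PARP1 falls outside the rule for named genes and was chosen after its values were seen.

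Among called genes with a mean of at least 1 CPM and separated groups, the largest rise was that of MT1G, from 1.07 ± 0.0767 to 6.06 ± 0.16 CPM (log2 fold change 2.50, SE 0.10, edgeR adjusted p = 2.02e-14). SLC30A2, a zinc transporter gene on chromosome 1, rose from 0.839 ± 0.18 to 3.88 ± 0.366 CPM, a log2 fold change of 2.20 with a standard error of 0.14. KRTAP2-3 (log2 fold change 1.40, SE 0.17), MT1E (1.29, SE 0.035) and NECTIN4 (1.25, SE 0.10) followed. The smallest p-values among higher genes belonged to MT2A, MT1E and CDKN1A. MT2A rose from 430 ± 19.5 to 948 ± 16.8 CPM (log2 fold change 1.14, SE 0.028, edgeR adjusted p = 2.11e-18), MT1E from 128 ± 9.24 to 313 ± 2.04 CPM (edgeR adjusted p = 6.95e-18), and CDKN1A, on chromosome 6, from 116 ± 2.55 to 195 ± 5.47 CPM (log2 fold change 0.74, SE 0.027, edgeR adjusted p = 3.72e-15). MT2A, MT1E and MT1G lie within the metallothionein cluster on chromosome 16, where GENCODE 29 places MT2A from 56608199 and MT1G up to 56668065. Metallothionein genes are near-identical copies, so reads can be divided among them and the value of each is uncertain. The same holds for KRTAP2-3, a member of a keratin-associated protein family. The summed count of the 11 metallothionein genes does not depend on that division within the family, and it rose from 561 ± 27.4 to 1270 ± 18.3 CPM, a log2 difference of 1.18 (exact permutation test, p = 0.1, the smallest that 3 against 3 can give).

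By the same rule, the largest falls included those of GCNT2, from 1.72 ± 0.172 to 0.569 ± 0.187 CPM (log2 fold change -1.61, SE 0.20), NPTX2 (-1.37, SE 0.18), DYNC1I1, from 9.81 ± 0.761 to 3.81 ± 0.307 CPM (-1.35, SE 0.078) and C1QTNF1 (-1.30, SE 0.099). The largest edgeR adjusted p of these was 3.85e-06, for NPTX2, and that of GCNT2, the least precise, was 1.22e-06. The smallest p-values among lower genes belonged to MIAT, H1-2 and BMF. The long non-coding RNA gene MIAT, on chromosome 22, fell from 157 ± 12.3 to 75.4 ± 0.668 CPM (log2 fold change -1.06, SE 0.038, edgeR adjusted p = 2.98e-15), and shares its strand with overlapping annotated transcripts. The linker histone gene H1-2, on chromosome 6, fell from 35.8 ± 0.553 to 18.1 ± 0.549 CPM (-0.98, SE 0.039, edgeR adjusted p = 1.18e-14). BMF, on chromosome 15, fell from 22.6 ± 1.41 to 10 ± 0.254 CPM (-1.17, SE 0.052, edgeR adjusted p = 6.65e-14).

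**Figure D2:**
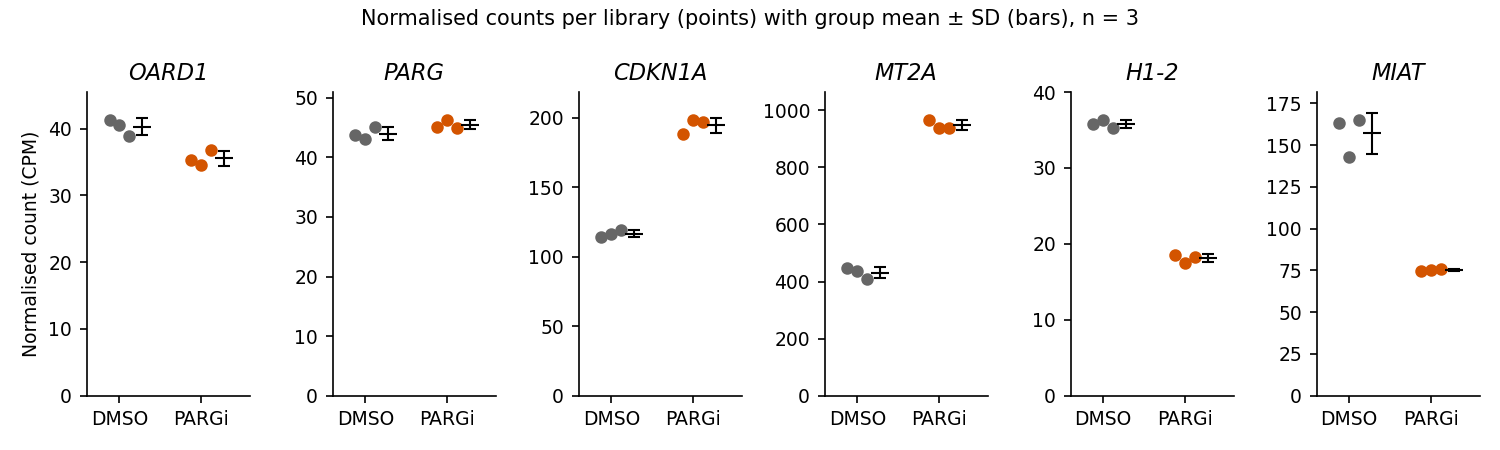
Normalised counts (CPM, linear axes from 0) of OARD1, PARG, CDKN1A, MT2A, H1-2 and MIAT, with a point per library and bars for the group mean ± SD (n = 3 per group). The groups are separated for every gene shown except PARG, and the separation of OARD1, from 40.3 to 35.5 CPM, is small beside that of the other called genes.

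The last comparison took 12 gene sets fixed beforehand, with camera at a preset inter-gene correlation of 0.01 and adjustment over the 12 sets. By this test 7 sets passed an adjusted p of 0.05. Of these 7, the sets for p53 targets, replication-dependent histones and the integrated stress response also passed both with fry, which is a rotation test, and with a correlation estimated from the data. DNA replication and cholesterol synthesis passed with fry but not with the estimated correlation, and ribosomal proteins and mitochondrially encoded genes passed with neither. In the 9 other divisions of the 6 libraries into groups of 3, camera's preset test called between 3 and 8 sets, so its calls alone do not set the treatment apart from other divisions.

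Transcripts of p53 targets were higher: 32 of 33 tested members lay above 0, 31 passed the threshold as higher and 1 as lower, and the median log2 fold change was 0.31 (camera adjusted p = 1.62e-50, fry adjusted p = 0.000201, estimated correlation adjusted p = 0.0236). The smallest p-values in the set were those of CDKN1A and then FDXR, from 54.4 ± 1.57 to 77.9 ± 0.445 CPM (log2 fold change 0.52). Replication-dependent histone transcripts were lower, with 20 of 26 tested members below 0, 10 of them past the threshold, and a median of -0.36 (camera adjusted p = 2.98e-08, fry 0.000201, estimated correlation 0.0239). Only 26 of the 53 genes of this set had enough counts for a test. H1-2 and H2BC12 (92 ± 0.548 to 68 ± 0.477 CPM, log2 fold change -0.44) had the smallest p-values in it. Histone genes also are near-identical copies, and their summed count over the 53 genes fell from 217 ± 1.59 to 157 ± 0.627 CPM (log2 difference -0.47, exact permutation test, p = 0.1, the smallest possible). Integrated stress response transcripts had a median of 0.14 with 15 members higher and 3 lower of 29 tested (camera adjusted p = 6.39e-07, fry 0.000201, estimated correlation 0.0239). SLC7A5 (571 ± 14.7 to 687 ± 6.76 CPM, log2 fold change 0.27) and MTHFD2 (195 ± 0.859 to 232 ± 3.48 CPM, 0.25) had the smallest p-values in it, though not the largest changes. The 3 lower members were ASNS (-0.51), DDIT4 (-0.33) and DDIT3 (-0.25). ATF4 did not pass the threshold (0.037, edgeR adjusted p = 0.285). The set therefore went both ways, and its median does not show that the response as a whole was higher.

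The shifts of the other sets were smaller. Cholesterol synthesis genes had a median log2 fold change of 0.11, with 15 of 24 members past the threshold as higher (camera adjusted p = 9.74e-05, fry 0.0257, estimated correlation 0.433), with the smallest p for STARD4 (0.22). DNA replication and G1/S genes had a median of 0.066, with 17 of 38 higher and 4 lower (camera 0.00143, fry 0.00099, estimated correlation 0.0712), with the smallest p-values for RRM2 (0.28), which overlaps another annotated gene on its strand, and CCNE1 (0.26). For cytosolic ribosomal protein genes 69 of 72 members lay below 0, 34 of them past the threshold, at a median of -0.079 (camera 8.97e-07, fry 0.111, estimated correlation 0.646). RPL13A (1330 ± 38.9 to 1190 ± 17 CPM, -0.16), which hosts small nucleolar RNA genes on the same strand, was among the members of that set with the smallest p-values. Mitochondrially encoded genes had a median of -0.067 (camera 0.0406, fry 0.284), with the smallest p-values for MT-ND5 (-0.14) and MT-ND1 (-0.16). That direction rested on a single library: without DMSO replicate 1 the median was 0.024.

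The remaining 5 sets did not pass camera's threshold. Mitotic genes had a median of 0.035 (camera adjusted p = 0.0548), although 10 of 39 members passed singly as higher and 4 as lower. The smallest p-values were those of CDK1 (log2 fold change 0.19) and TOP2A (0.15). Proteasome subunit genes had a median of 0.035 with 5 of 33 past the threshold as higher (camera adjusted p = 0.104, fry 0.037), and PSMA7 and PSMC1, with the smallest p-values, each had a log2 fold change of 0.097. Genes of NAD metabolism had a median of 0.060 (camera adjusted p = 0.524, fry 0.00988), and QPRT (0.15), which overlaps another annotated gene on its strand, and NAMPT (0.11) had the smallest p-values. Interferon-stimulated genes had a median of 0.0071 (camera adjusted p = 0.651), with members on both sides: TRIM22, which overlaps OR56B1 on its strand, was higher (0.50) and STAT2 was lower (-0.15). The ADP-ribosylation list had a median of 0.0096 (camera adjusted p = 0.975). The sign of the medians of the interferon-stimulated set and of the ADP-ribosylation list depended on the fit. Both were negative with upper-quartile scaling. The interferon-stimulated median was also negative with limma-voom and with no filter on low counts, and was lowest without PARGi replicate 1 (-0.0198). The ADP-ribosylation median reached -0.00348 across the fits that each left out a library.

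**Figure D3:**
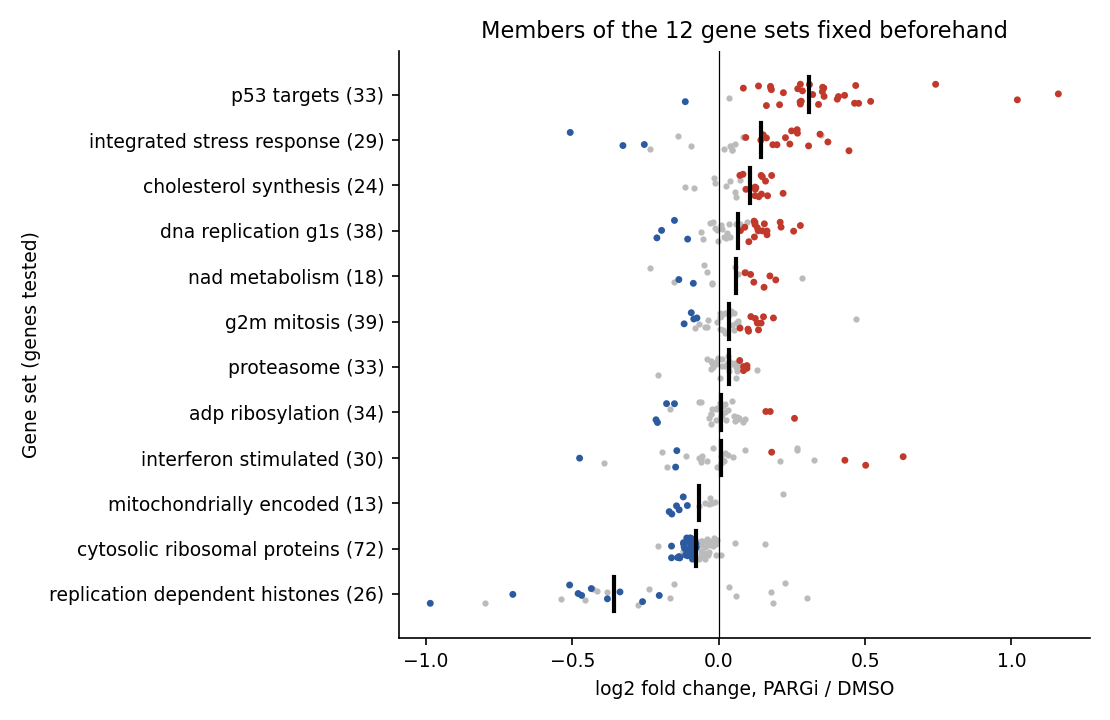
Log2 fold change of PARGi over DMSO (horizontal axis) for every tested member of the 12 gene sets, with a point per gene, red for higher and blue for lower at an adjusted p under 0.05, grey otherwise, and a black bar for the set's median. The number of tested members is given beside each set, points are spread vertically only for legibility, and the p53 targets (median 0.31) and replication-dependent histones (median -0.36) stand farthest from 0.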

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

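The log2 fold change of OARD1 stayed below 0 and past the threshold in all 18 alternatives, from -0.21 with the GC and length offset to -0.16 without PARGi replicate 2, with adjusted p-values from 3.39e-05 to 0.00979. That of PARG lay between 0.021 and 0.065 and passed in none of them. The count of ADP-ribosylation genes ranged from 5, without PARGi replicate 2, to 9, with the GC and length offset. Of 42 genes chosen by the rule for named genes and past the threshold, 39 stayed past it in every alternative that tested them. The exceptions were PARP10 (DESeq2, limma-voom, upper-quartile scaling, protein-coding genes, both fits with a replicate block, and 4 of the 6 fits that left out a library), PARP16 (without PARGi replicate 2) and MT-ND1 (robust dispersion), and these make up the 12 changes among single genes. The causes were not tested. No called gene changed sign in any fit over all genes: the count was 0 of 4951.

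The number of genes changed was 4951, between 4151 (DESeq2) and 5420 (GC and length offset) when another test, scaling, filter or offset was used, and from 3607 to 4848 across the 6 fits that each left out a library. Fewer genes passed stricter criteria by construction: 3117 at an adjusted p under 0.01, 465 in a test against a 1.2-fold change, and 165 with an absolute log2 fold change of at least 1. Upper-quartile scaling moved the median of all genes by -0.024, and with it the share of higher calls from 54.5% to 40.5%, so for small changes the balance of higher and lower genes is a matter of scaling. Of the 4951 genes, 4254 were also called there.

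The set calls depended on the test. With an estimated correlation, 3 of 12 sets passed in place of 7: cholesterol synthesis (median 0.108), DNA replication (0.0659), ribosomal proteins (-0.0791) and mitochondrially encoded genes (-0.0672) no longer passed, and with fry the latter pair did not pass either, at the same medians. With fry, NAD metabolism (0.0604) and proteasome genes (0.0346) passed. The median of NAD metabolism fell to 0.0219 without a filter on low counts and reached 0.0261 across the fits that each left out a library. Proteasome genes also passed with limma-voom (0.0345) and without a filter on low counts (0.0395). Mitotic genes passed with DESeq2 (0.0349), limma-voom (0.0358) and no filter (0.0399), and had medians from 0.0209 to 0.046 across the fits that each left out a library, 3 of which passed. Mitochondrially encoded genes did not pass with DESeq2 (-0.0694), the GC and length offset (-0.0139) or that offset with the replicate block (-0.00847). They ranged from -0.132 to 0.0239 across the 6 fits that each left out a library, 3 of which did not pass. These were the fits without PARGi replicate 2 (-0.0496), PARGi replicate 3 (-0.052) or DMSO replicate 1. The reversal came without DMSO replicate 1, the library with the highest mitochondrial share (3.88%). The causes of these moves were not tested. The other medians kept their side of the threshold under every alternative.

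The replicate numbers did not pair the libraries: the correlations of same-numbered libraries' deviations from their group means were -0.0059, 0.016 and -0.0078. With the replicate block, 4553 genes passed, 4513 of them also without it, and with the block and the GC and length offset 4968 passed. Both leave the sets and OARD1 on the same side of the threshold, apart from the mitochondrial set above.

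The alternative with an unstranded column was not run, since 1 count column per library was used here, and neither were shares of uniquely mapped reads. The mitochondrial set has no value where mitochondrial genes were removed. At this depth and with 3 libraries per group, changes near 0.2 on the log2 scale were called for 45.3% of simulated genes, so genes not called are not in general shown to be unchanged.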

Other observations

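The tests of S-phase transcripts against histones, of reads shared among metallothionein copies and of a single library behind the p53 targets were chosen only after the result was seen, and the gene lists were written after the leading genes had been seen. Of the 10 divisions of the 6 libraries into groups of 3, 1, the real one, gave as many as 4951 called genes, and 1 gave as many as 7 called ADP-ribosylation genes. The 9 other divisions gave 0 genes, with 266 to 545 genes at an unadjusted p under 0.05 against 7142 in the real one. By camera's preset test, 2 of the 10 divisions gave at least 7 sets. With fry and with an estimated correlation the 9 other divisions gave 0 sets, and at an unadjusted p under 0.05 at most 1 and 0, in that order. The other divisions mix treated and control libraries within a group, which by itself widens the spread within groups. With only 10 divisions, a share below 0.1 cannot be reached, so a chance division cannot be told apart from the treatment by this count. For 10 of the 12 sets, the median was farther from 0 in the real division than in any other. The exceptions were the interferon-stimulated and the mitochondrially encoded genes.

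Technical trends over all genes were weighed against the breadth of the change. If GC content or length had set the groups apart, an offset for both should have removed most calls, but 5420 genes were called with it. Correlations across genes of log2 fold change with GC content reached 0.351 between libraries of the same group, more than the -0.217 to 0.128 seen between groups, so the trend is one of single libraries. Drift in copy number between cultures would shift neighbouring genes together. Over 154 windows of 20 Mb, 1 window exceeded the 95th percentile of the largest median under permuted genes (0.125 against 0.1, on chromosome 3 from 80 Mb, 32 genes), and after each window's median was removed 5002 genes were called, 4512 of them called before. Long genes showed no fall beyond the variation within groups: Spearman's rho of log2 fold change with genomic span reached 0.0896 over the 9 pairs of a treated and a control library, from a lowest value of -0.0696, and within groups its size reached 0.165. A small effect of gene span cannot be told apart from the variation within groups.

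The fall of OARD1 was not explained by the trends tested. It was -0.205 with the GC and length offset, and 3.5% of the 200 genes nearest to it in expression, length and GC content fell as far. A treatment effect on the transcript, direct or through the state of the cells, remains open and was not tested further. The change of -11.6% speaks of RNA alone, and the protein was not measured here.

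Higher p53 target transcripts were not matched by chance lists: of 10000 lists of genes alike in expression, length and GC content, the share with a median as far from 0 as 0.31 was 0.0001, the smallest they can give, and 95% of their medians lay between -0.0141 and 0.0633. No single library carried the shift, since the lowest median over the 6 fits that each left out a library was 0.29. The shift may reflect an effect of 4 days of inhibitor, as a hypothesis. Ribosomal protein genes (median -0.0791) also lay outside the range of such lists (95% between 0.002 and 0.0447, share 0.0001). However, another division of the libraries gave this set a median of 0.0742 in size. The set also did not pass with fry or with an estimated correlation, so its shift stays undecided.

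The fall of replication-dependent histone transcripts has several possible technical sources. For the 25 of 26 tested genes with a known length and GC content, the median was -0.337, and matched lists gave a median as far from 0 in a share of 0.0001, the smallest possible, with 95% of medians between -0.166 and 0.0555, which argues against a loss of short or GC-rich transcripts. Their summed count fell by 0.467 on the log2 scale, which reads divided among copies would not give. Fewer cells in S phase would be expected to lower DNA replication transcripts too. That set had a median of 0.0659, but it went both ways, with 17 of 38 members past the threshold as higher and 4 as lower, MCM2, MCM5, MCM6 and E2F2, and it did not pass with an estimated correlation (adjusted p = 0.0712). A change in the share of cells in S phase is thus not excluded. Replacement histone genes fell less as a class (median 0.0032 over 11 genes against -0.36, permutation test, p = 0.0121). That test permuted genes between the classes, and genes are not independent replicates. Even so, 5 replacement histone genes were lower and 1 higher (camera adjusted p = 0.00806), with H1-10 at a log2 fold change of -0.32. The linker histones H1-2 and H1-10 may thus share a fall that reaches beyond the replication-dependent class. A change in the processing or in the polyadenylated share of histone transcripts was not tested.

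The metallothionein rise had the largest median of the 9 lists. The list, which holds genes already seen, had a median of 1.21 over 4 tested members, all higher (camera adjusted p = 6.83e-63). Of matched lists, 95% lay between -0.19 and 0.142, and a share of 0.0001, the smallest possible, reached as far. MT2A, MT1E and MT1G were already seen to rise, so these values describe the rise and do not test it. The list also counted among the 9 over which the p-values of the other lists were adjusted. The summed family count rose by 1.18, so reads moving between copies would not explain it. A metal response is a candidate explanation: SLC30A1, a single-copy zinc exporter gene, rose by 0.65 and SLC30A2 by 2.20, while the zinc importer gene SLC39A10, which such a response lowers, had a log2 fold change of -0.141 (SE 0.028, edgeR adjusted p = 0.000649). MTF1, which encodes the metal-responsive factor, did not differ (log2 fold change -0.027, edgeR adjusted p = 0.629). Broader stress remains open as well. NRF2 targets were higher (median 0.117, 8 of 17 higher and 2 lower, camera adjusted p = 6.24e-05, fry 0.000697, estimated correlation 0.0476), and so were heat shock genes (median 0.118, 8 of 13 higher, camera 8.14e-05, fry 0.00169, estimated correlation 0.0762). Their shifts were far below that of the metallothioneins. Glucocorticoid targets had no common direction (median -0.0037, camera adjusted p = 0.666), with ERRFI1 and FKBP5 higher and SGK1 lower, and a glucocorticoid effect cannot be told apart from none by a list that goes both ways. Whether the compound carried metal was not tested.

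Several leading higher genes respond to growth factors, among them HBEGF (70.9 ± 2.22 to 127 ± 6.89 CPM, log2 fold change 0.85), DUSP5 (0.79) and INHBA (0.65). With the members already seen left out, YAP targets were higher (median 0.123, 8 of 14 higher and 1 lower, camera adjusted p = 1.86e-06, fry 0.000229, estimated correlation 0.0224), ANKRD1, CCN1 and CCN2 most. MAPK output genes were higher with less support (median 0.0853, 7 of 13 higher and 1 lower, camera 0.00114, fry 0.013, estimated correlation 0.23). TGF-beta targets had a median of 0.013, with 2 of 12 higher (camera 0.363), which leaves a TGF-beta effect undecided. Higher YAP activity may be the better candidate of these, but cell density can move the same genes and was not measured here.

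DBP, a transcript under circadian control, fell from 25.9 ± 0.753 to 13.6 ± 0.649 CPM (log2 fold change -0.93, edgeR adjusted p = 3.82e-13). The other clock output genes fell with it: 7 of 9 were past the threshold as lower, at a median of -0.309 (camera adjusted p = 2.45e-10, fry 0.000213, estimated correlation 0.0125). Among these 7, TEF, HLF, NR1D1, NR1D2 and BHLHE41 fell most. This is consistent with a lower clock output in PARGi. A later or earlier phase of the clock, for example through the hour of harvest, would also move genes repressed by NR1D1 and NR1D2. BMAL1, NPAS2, CLOCK and NFIL3 had a median of 0.043 and none passed the threshold, so a phase shift cannot be told apart from a lower amplitude with cells taken at a single time.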
